A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Ptc6 Is Required for Proper Rapamycin-Induced Down-Regulation of the Genes Coding for Ribosomal and rRNA Processing Proteins in S. cerevisiae" (2013).

How the data were processed

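Expression was measured in exponentially growing cells of *Saccharomyces cerevisiae* (strain background BY4741) on 2-colour DNA arrays that carry amplified yeast open reading frames (ORFs). On each array, cDNA of a mutant was hybridised together with cDNA of the wild type (wt), 1 labelled with the dye Cy3 and the other with Cy5. Cells were grown at 28 °C in rich medium and were untreated. A set of 4 arrays compared *ptc6* cells with wt cells and another set of 4 compared *ptc1 ptc6* cells with wt cells. Each set held 2 biological replicates, and each replicate was hybridised on 2 arrays with the dyes exchanged. The 2 arrays of such a dye swap share their RNA and were counted as 1 replicate, so that n = 2 in each group. Groups were taken from the sample labels.

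The values analysed were log2 ratios per ORF and array as deposited by the authors, who scanned the arrays, left out small or dim spots and pre-processed the ratios with the GEPAS software. The normalization within the arrays was not stated in what was read here, and no signal of the single channels was used, so that no spot could be judged against its background. Scale, centring and direction were also unstated in the table and were read from the values. The dye-swapped arrays of a replicate correlated above 0 across ORFs as they stood, so they had already been turned to the same direction, and the deleted ORFs were far below 0, so the ratios are mutant over wt. The logarithm was taken to base 2 because the methods use a 2-fold rule and log2 values elsewhere; the file does not state the base. Array medians were -0.012, 0.011, 0.02 and 0.034 on *ptc6* experiments 1, 2, 5 and 6, and -0.0515, -0.075, -0.006 and -0.101 on *ptc1 ptc6* experiments 1 to 4, so the arrays were centred near 0 but not exactly on their median. Whether the sets share wt RNA is not stated.

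The table held 6212 ORFs, each in 1 row. Of these, 5698 had a value on at least 1 array, 514 had none and 3436 had a value on all 8 arrays. Gene symbols were taken from the gene table of assembly GCF_000146045.2 (R64) by systematic name, ignoring letter case, and 5662 of the 6212 names matched. ORFs with no match kept their systematic name. The ORF table names no genome build, so positions are not given, and the assembly was used for names and for which genes neighbour each other.

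The 2-fold rule follows the methods. A gene was called higher or lower when the mean log2 ratio over the arrays with a value was at least 1 or at most -1, with a value on at least 2 of the 4 arrays. This rule gives no p-value. As its background, the same threshold was applied to 3 contrasts of the same 4 arrays that cancel the genotype: between biological replicates, between dye orientations, and their product. All contrasts weight the arrays equally apart from sign and used genes with a value on 4 of 4 arrays.

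For tests, the arrays of each biological replicate were averaged and the 4 replicate means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group means without intercept). The groups thus shared 1 estimate of the spread. The mean ratio of each mutant was tested against 0, and the difference between the mutants was tested in the same fit, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. A gene was tested in a group when it had a value on at least 2 of 4 arrays and in both biological replicates. A test of a ratio against 0 has the variation of the wt cultures only as far as each replicate used a separate wt culture, which the labels do not state. The correlation of the mutants' ratios across genes was described without a p-value, since genes are not independent replicates. Its value with no effect was simulated 100 times, with wt RNA shared by the same-numbered replicates and with separate wt RNA.

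Gene lists were fixed before the data were examined, as were the tests, the rule for named genes and the alternatives, apart from those said below to have been added. There were 13 lists: lysine biosynthesis, the iron regulon, cell wall integrity targets, general stress genes of the Msn2/Msn4 type, glycogen and trehalose metabolism, branched-chain amino acid biosynthesis, the phosphate regulon, the pyruvate dehydrogenase complex and its regulators, nitrogen catabolite repression, the other members of the protein phosphatase 2C family, the genes named in the study's text from these arrays, housekeeping genes and cytosolic ribosomal proteins. They were tested with limma's camera, with an inter-gene correlation preset to 0.01, on 4361 ORFs with a value in all 4 biological replicates. Adjustment covered 26 tests, which are the 13 lists in each mutant, and separately the 13 tests of the difference between the mutants. Each median was placed among those of 10000 random lists of equal size. A further pair of lists, ribosome biogenesis and abundant glycolytic genes, was written after the data had been looked at and served only to test explanations.

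Named genes are *PTC6* and *PTC1*, the genes that the study's text names from these arrays, for each mutant the 10 genes with the largest absolute mean ratio among those past 2-fold with a value on at least 3 arrays and the same sign on each, all genes past 2-fold in *ptc6* if they are 10 or fewer, and for the difference between the mutants the 5 highest and the 5 lowest past the threshold. Any other gene is said to have been chosen after its values were seen, or for its position beside a deleted gene. *TSL3*, which the study's text also names, matched no gene on the array and was left out.

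The tests were run first on simulated data with the real missing values and the spread fitted to the real replicate means. With 200 of 4824 genes changed by 1 on the log2 scale in *ptc6*, limma recovered 93% of them and 4.86% of its calls were false over 20 runs. In *ptc1 ptc6* (4596 genes) these shares were 92.3% and 4.89%. With only 3 genes changed by 1 in *ptc6* it recovered 1.67% of them, and with 3 genes changed by 2 it recovered 96.7%. The adjusted test of *ptc6* thus has little power for a few changes of about 2-fold. A simulated list of 25 genes shifted by 0.4 in *ptc1 ptc6* was found by camera in 20 of 20 runs and by fry in 20 of 20. Found there means an unadjusted p under 0.05, and genes were drawn independently of each other. Power under the adjustment over the lists was not simulated.

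The alternatives were median centring of each array, leaving out each biological replicate, using only the arrays with the mutant in Cy3 or only those in Cy5, values on all 4 arrays or on at least 1, the mean of linear ratios, 2-fold in each replicate, each group fitted alone, all 8 arrays with the replicate as a random block (duplicateCorrelation) with and without a dye term, robust eBayes, a fold minimum, a replicate block, fry, camera with an estimated correlation, and lists without the members that the study named. A crossed replicate block and a requirement of values in both dye orientations were added after the data had been looked at. Where 2 arrays of a group were left, 1 value was enough. Where leaving out a replicate left 1 in a group, the remaining replicate was assumed to vary like those of the other group. The number of arrays limits the precision of every value.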

Results

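Ptc1 and Ptc6 are protein phosphatases of type 2C, and the arrays address what the loss of Ptc6, alone or together with Ptc1, does to the transcript profile of yeast cells growing in rich medium. The data are 8 arrays. In 4 of them *ptc6* cells were compared with wt cells, and in the other 4 *ptc1 ptc6* cells were compared with wt cells. Each set holds 2 biological replicates with a dye swap. Of the 6212 ORFs, between 4308 and 5537 had a value on a *ptc6* array and between 4050 and 4710 on a *ptc1 ptc6* array. The SD of the log2 ratios across ORFs was between 0.24 and 0.33 on the *ptc6* arrays and between 0.42 and 0.54 on the *ptc1 ptc6* arrays.

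The 2 arrays of a dye swap correlated across ORFs with Pearson r = 0.31 and 0.41 in the 2 *ptc6* replicates, and with r = 0.49 and 0.59 in the 2 *ptc1 ptc6* replicates. Between the *ptc1 ptc6* replicates, arrays of the same dye gave r = 0.77 and 0.79, and arrays of opposite dye 0.52 and 0.48. Their agreement thus follows the dye in part. Between the *ptc6* replicates these were -0.02 and 0.21 for the same dye, and 0.03 and 0.12 for opposite dyes. The means of the 2 *ptc1 ptc6* replicates correlated with r = 0.76 over 4596 ORFs. The means of the 2 *ptc6* replicates correlated with r = 0.12 only, over 4824 ORFs. *ptc6* replicate 1 correlated above 0 with the 2 *ptc1 ptc6* replicates (r = 0.26 and 0.27), whereas *ptc6* replicate 2 correlated below 0 with them (r = -0.30 and -0.41). These correlations are across genes, which are not independent replicates. The direction of the ratios was kept in *ptc6* replicate 2 because the labels give the dyes of each channel and because the deleted gene was low there as in replicate 1.

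The deleted genes were examined first. *PTC6* (YCR079W) had a log2 ratio of -2.34 ± 0.11 (SD, n = 2) in *ptc6* cells, with values on 3 of the 4 arrays between -2.66 and -2.18. In *ptc1 ptc6* cells it had -3.94 ± 1.11 (SD, n = 2), with 2 of the 4 arrays measured. *PTC1* (YDL006W) had -2.56 ± 0.18 (SD, n = 2) in *ptc1 ptc6* cells, with values between -3.43 and -1.95 on 4 of 4 arrays. In *ptc6* cells, where it is intact, *PTC1* had 0.22 ± 0.26 (SD, n = 2). In limma, *PTC1* and *PTC6* passed the threshold in *ptc1 ptc6* (adjusted p of 0.000931 and 0.00653). *PTC6* did not pass it in *ptc6* (adjusted p of 0.407), where its standard error in the shared fit was 0.33. *PTC6* had an SD of 0.11 in *ptc6* and of 1.11 in *ptc1 ptc6*, and its spread in the shared fit comes from both. Over the fits that were tried its adjusted p ranged from 1.3e-08, with each group fitted alone, to 0.634, without *ptc6* biological replicate 1.

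**Figure D1:**
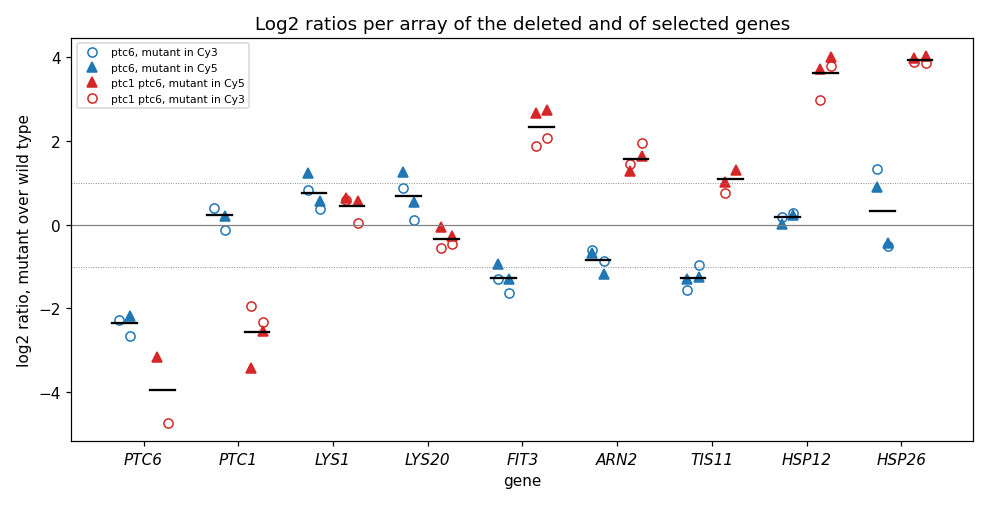
Log2 ratio of mutant over wt (y axis) on each array for 9 genes (x axis), with blue for *ptc6* arrays and red for *ptc1 ptc6* arrays, open circles for the mutant in Cy3 and filled triangles for the mutant in Cy5. Within a group replicate 1 is drawn left of replicate 2, black bars are means of the 2 biological replicates, dotted lines mark 2-fold, and *FIT3*, *ARN2* and *TIS11* lie below 0 on every *ptc6* array and above 0 on every *ptc1 ptc6* array with a value.

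The first comparison asks which transcripts change when *PTC6* alone is missing. By the 2-fold rule, 5461 genes had enough data in *ptc6*, 0 were higher and 3 were lower than in wt. The 3 genes were *PTC6*, *FIT3* and *TIS11*. *FIT3* (YOR383C), which encodes a cell wall mannoprotein of iron uptake, had -1.28 ± 0.25 (SD, n = 2). *TIS11* (YLR136C), which encodes an mRNA-binding protein active in iron shortage, had -1.27 ± 0.22 (SD, n = 2). Each of the 3 was below -1 in the mean of each biological replicate. Among the 4148 genes with values on 4 of 4 arrays, 2 passed 2-fold in the genotype contrast, 0 in the contrast between replicates, 1 in the contrast between dyes and 0 in their product. Without biological replicate 2 the count was 32 genes and without replicate 1 it was 8, in settings where 1 array with a value was enough.

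In limma, 0 of the 4824 genes tested in *ptc6* passed an adjusted p of 0.05, and the lowest adjusted p was 0.161, that of *FIT3*. At an unadjusted p under 0.05 there were 386 genes, where 241 are expected by chance. The number of calls depended on the fit. With all 8 arrays and the biological replicate as a random block, 8 genes passed, and with each group fitted alone 10 genes passed. *PTC6*, *FIT3*, *TIS11* and *ARN2* were among the genes called in both of these fits. *ARN2* (YHL047C), a siderophore transporter gene, had -0.83 ± 0.28 (SD, n = 2) in *ptc6*.

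The 5 named genes of lysine biosynthesis were above wt in both *ptc6* replicates but under 2-fold in the mean. *LYS1* (YIR034C) had 0.75 ± 0.40, *LYS20* (YDL182W) 0.69 ± 0.52, *LYS21* (YDL131W) 0.58 ± 0.39, *LYS12* (YIL094C) 0.49 ± 0.34 and *LYS9* (YNR050C) 0.47 ± 0.28 (all SD, n = 2). Their adjusted p in limma was 0.602 each. In the 2 fits named above none of the 5 passed the threshold either, the lowest adjusted p being 0.0611 for *LYS1*.

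The second comparison asks what changes when *PTC1* and *PTC6* are missing together. By the 2-fold rule, 4754 genes had enough data in *ptc1 ptc6*, 80 were higher and 14 were lower. All 94 had the same sign on every array with a value. Values were present on 4 of 4 arrays for 61 of them, in 1 biological replicate only for 9, and in 1 dye orientation only for 5. Among the 3745 genes with values on 4 of 4 arrays, 61 passed 2-fold in the genotype contrast, 0 in the contrast between replicates, 1 in the contrast between dyes and 0 in their product. Requiring 2-fold in the mean of each biological replicate left 53 genes, and without biological replicate 1 the count rose to 169.

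**Figure D2:**
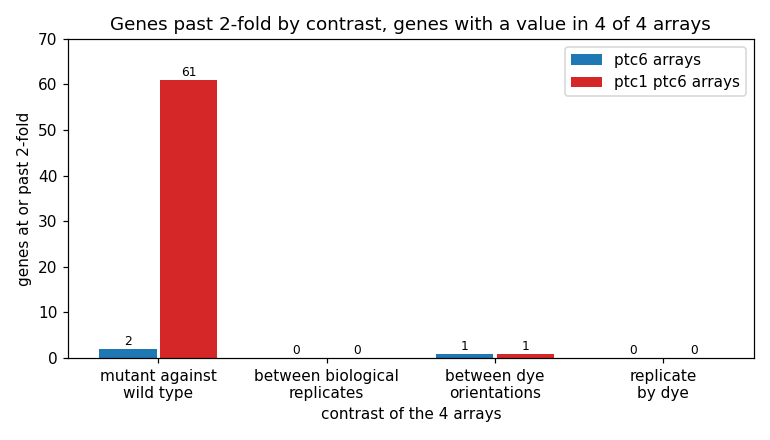
Number of genes at or past 2-fold (y axis) in 4 contrasts of the 4 arrays of a set (x axis), for *ptc6* arrays in blue and *ptc1 ptc6* arrays in red, among genes with a value on 4 of 4 arrays. The genotype contrast gave 61 genes in *ptc1 ptc6* and 2 in *ptc6*, and each contrast that cancels the genotype gave 0 or 1.

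Among the genes past 2-fold with values on at least 3 arrays, *HSP26* (YBR072W), a small heat shock protein gene, changed most, with 3.94 ± 0.01 (SD, n = 2). *HSP12* (YFL014W) had 3.63 ± 0.39, *KDX1* (YKL161C) 3.34 ± 0.18, *AMS1* (YGL156W) 2.89 ± 1.18 and *NQM1* (YGR043C) 2.58 ± 0.82 (all SD, n = 2). *HXT5* (YHR096C) had 2.47 ± 0.64, *FIT3* 2.35 ± 0.10, *SRL3* (YKR091W) 2.27 ± 0.45 and *CRG1* (YHR209W) 2.27 ± 0.39 (all SD, n = 2). With *PTC1* these are the 10 genes of the naming rule, and their adjusted p in limma was between 0.000819 and 0.0241.

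Of the other genes named in the study's text, the iron transport genes *ARN2*, *FIT2* (YOR382W), *ARN1* (YHL040C) and *FIT1* (YDR534C) were higher in *ptc1 ptc6* by 1.58 ± 0.30, 1.42 ± 0.57, 1.20 ± 0.40 and 1.03 ± 0.01 on the log2 scale (SD, n = 2). *TIS11* had 1.10 ± 0.29. The reserve carbohydrate and glucan genes *PGM2* (YMR105C), *GLC3* (YEL011W), *GIP2* (YER054C) and *GSC2* (YGR032W) had 1.78 ± 0.23, 1.57 ± 0.04, 1.47 ± 0.33 and 1.41 ± 0.33. *MEP2* (YNL142W) had 1.09 ± 0.20 and *PDR5* (YOR153W) 1.04 ± 0.11. All of these passed the threshold in limma, with adjusted p between 0.00973 and 0.0368. *GIP2* had values with the mutant in Cy5 only, so that a dye effect stays open for it. *GDB1* (YPR184W) was measured in biological replicate 2 only, at 1.28, and was not tested. *NCA3* (YJL116C) had 0.76 ± 0.94 and did not pass (adjusted p of 0.118), since its replicate means were 0.09 and 1.43. *PHO89* (YBR296C) had 0.04 ± 0.21 (adjusted p of 0.874). *LYS1* had 0.46 ± 0.22 and the other 4 lysine genes were between -0.33 and -0.03, none past the threshold.

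In limma, 649 of 4596 genes passed in *ptc1 ptc6*, 259 higher and 390 lower, with a median absolute log2 ratio of 0.64. Of the 94 genes past 2-fold, 85 could be tested and 84 of these passed. At an unadjusted p under 0.05 there were 1563 genes, where 230 are expected by chance. Centring each array on its median moved the median of 1 array by 0.10 and changed the split to 303 higher and 264 lower, so the balance of small changes depends on where 0 is set. With all 8 arrays and a random block the count rose to 1351 genes, and 641 of the 649 were among them. Without *ptc1 ptc6* biological replicate 2 it fell to 206.

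The third comparison is the difference between the mutants. It bears on the further loss of *PTC1* in cells that lack *PTC6*, but the mutants were hybridised in separate sets, so it also holds any difference between the cultures or the processing of the sets. Of 4361 genes tested in limma, 7 were higher and 2 lower in *ptc1 ptc6* than in *ptc6* at an adjusted p under 0.05, and 1060 genes had an unadjusted p under 0.05, where 218 are expected by chance. The 5 highest were *FIT3* with a difference of 3.63 on the log2 scale (SE 0.18, adjusted p of 0.00201), *HSP12* with 3.45 (SE 0.21, adjusted p of 0.00469), *ARN2* with 2.41 (SE 0.22, adjusted p of 0.0147), *TIS11* with 2.37 (SE 0.20, adjusted p of 0.0136) and *AFR1* (YDR085C) with 1.92 (SE 0.15, adjusted p of 0.0106). The 2 lower were *PTC1* with -2.78 and YAR068W with -2.08, with adjusted p of 0.00539 and 0.0183. The count was 749 with all 8 arrays and a random block, and all 9 genes were among these. Without *ptc6* biological replicate 1 it was 3 and without *ptc6* biological replicate 2 it was 0. Without *ptc1 ptc6* biological replicate 1 or 2 it was 155 or 67.

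By the 2-fold rule 3 genes were called in both mutants. *PTC6* was lower in each, and *FIT3* and *TIS11* were lower in *ptc6* and higher in *ptc1 ptc6*. Across 4359 genes other than *PTC6* and *PTC1*, the mean ratios of the mutants correlated with Pearson r = -0.02 and Spearman rho = -0.00120, and 46.4% of the genes had the same sign in both. Simulated unchanged mutants gave r = 0.30 when the same-numbered replicates shared their wt RNA and r = -0.00121 with separate wt RNA. The simulations hold no effect of the mutations, whereas 649 genes passed in *ptc1 ptc6*. They therefore cannot tell whether wt RNA was shared. The value near 0 is an average over unlike replicates. Without *ptc6* biological replicate 1 it was -0.43 and without *ptc6* biological replicate 2 it was 0.28. With only the arrays that have the mutant in Cy3 it was 0.20, and with only those in Cy5 it was 0.10. These single-dye values also hold dye effects common to the sets, whose dye contrasts correlated with r = 0.62 over 3436 ORFs. They therefore cannot show an agreement of the mutants apart from the dye.

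**Figure D3:**
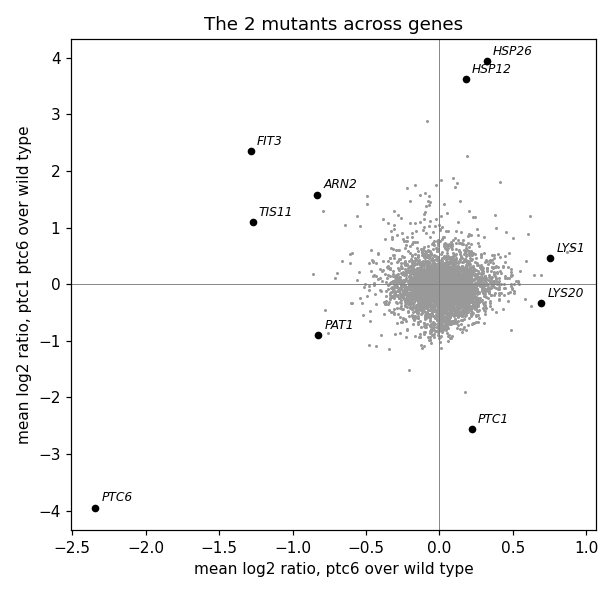
Mean log2 ratio in *ptc6* (x axis) and in *ptc1 ptc6* (y axis) of the 4361 genes tested in both, 1 point per gene, with 10 genes drawn in black and named. *FIT3*, *TIS11* and *ARN2* lie to the upper left, *PTC6* to the lower left, and the remaining genes show a wide spread in *ptc1 ptc6* and a narrow one in *ptc6* (Pearson r = -0.02 without the deleted genes).

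The gene lists were tested with camera on 4361 ORFs. In *ptc6*, 3 of the 13 lists passed. The 8 measured genes of lysine biosynthesis were higher, with medians of 0.69 and 0.26 in the 2 biological replicates (adjusted p of 7.5e-05, percentile of 100 among random lists). The 22 measured genes of the iron regulon were lower, with medians of -0.29 and -0.18 (adjusted p of 9.7e-11, percentile of 0), and 20 of the 22 were below 0. The list of genes named in the study's text also passed as lower (adjusted p of 0.0383), but it was chosen on these samples and its replicate medians were 0.03 and -0.39. Adjusted over the list alone, 5 of the 8 lysine genes and 4 of the 22 iron genes passed in limma, against 0 when adjusted over all genes tested. The study named 5 members of the lysine list and 7 of the iron list from these arrays, in its text or tables, so these counts are not independent evidence. Without the members named by the study, the median of the lysine list fell to 0.07 and no longer passed, while the iron list was the 1 list that still passed.

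In *ptc1 ptc6*, 9 lists passed. Cytosolic ribosomal protein genes were lower, with medians of -0.66 and -0.76 in the 2 replicates, and 123 of 123 were below 0 (adjusted p of 1.5e-31). General stress genes were higher, with medians of 0.65 and 0.95 (29 of 30 above 0, adjusted p of 3.2e-17). Cell wall integrity targets were higher, with medians of 0.86 and 1.03 (23 of 24 above 0, adjusted p of 3.2e-15). The iron regulon was higher, with medians of 0.21 and 0.41 (18 of 22 above 0, adjusted p of 7.1e-07). Glycogen and trehalose metabolism (medians of 0.31 and 0.40, adjusted p of 0.00121) and nitrogen catabolite repression (medians of 0.31 and 0.34, adjusted p of 0.00188) were higher, and branched-chain amino acid biosynthesis was lower (medians of -0.58 and -0.78, adjusted p of 0.00128). The list of genes named in the study's text was higher (medians of 0.93 and 1.27, adjusted p of 1.1e-08), and the pyruvate dehydrogenase list passed narrowly as higher (medians of 0.13 and 0.16, adjusted p of 0.0493). Adjusted over the list alone, 116 of 125 ribosomal protein genes, 28 of 34 stress genes and 21 of 27 cell wall genes passed in limma, against 106, 20 and 19 when adjusted over all genes tested. The study named 17 members of the stress list and 14 of the cell wall list from these arrays. Without them the medians were 0.53 and 0.54, and these lists still passed.

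The remaining lists did not pass in *ptc1 ptc6*. The phosphate regulon had medians of -0.01 and -0.81 in the 2 replicates (adjusted p of 0.0723). Lysine biosynthesis, the other phosphatases of type 2C and housekeeping genes had medians over the replicate means of -0.11, 0.13 and -0.03. For the housekeeping genes the mean (0.01) and the median differ in sign. In *ptc6*, stress genes had medians of 0.25 in replicate 1 and -0.25 in replicate 2, and ribosomal protein genes had -0.20 and 0.25, so the mean over the replicates is near 0 where the replicates themselves are not. None of the lists that camera called passed under fry (lowest adjusted p of 0.199 in either mutant) or under camera with an estimated correlation (0 lists in each mutant). In the difference between the mutants 9 lists passed with camera and 0 with either of these.

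**Figure D4:**
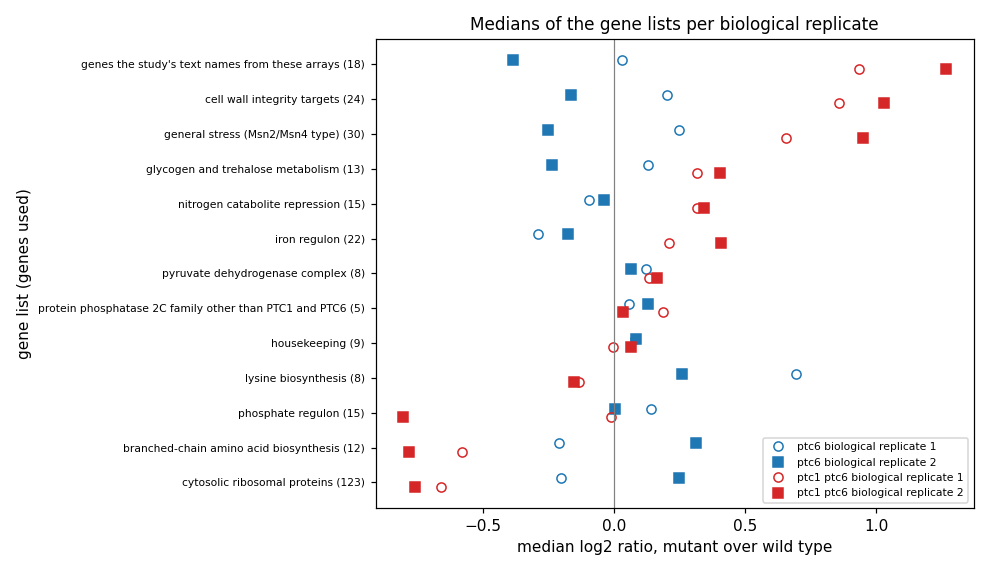
Median log2 ratio of mutant over wt (x axis) of the 13 gene lists (y axis, number of genes used in brackets) in each biological replicate, with *ptc6* in blue, *ptc1 ptc6* in red, open circles for replicate 1 and filled squares for replicate 2. The *ptc1 ptc6* replicates lie together except for the phosphate regulon (-0.01 and -0.81), while the *ptc6* replicates lie on opposite sides of 0 for 6 lists, among them stress genes (0.25 and -0.25), ribosomal proteins (-0.20 and 0.25) and branched-chain amino acid biosynthesis (-0.21 and 0.31).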

Values the study reported

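The study reported 80 genes with raised and 14 genes with lowered mRNA levels in *ptc1 ptc6* cells relative to the wild type, *PTC1* and *PTC6* being among the lowered ones. In *ptc6* cells it named *FIT3* and *TIS11* as the genes with lower mRNA apart from *PTC6*, and 5 lysine genes as raised by less than the 2-fold threshold. It related 30 of the induced genes (37.5%) to the cell wall or to cell wall stress. It assigned 17 of the genes induced in the double mutant alone to carbohydrate metabolism and 7 to ion transport.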

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

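The tests of the iron regulon against cross-hybridisation, a stress shift and dye bias were chosen only after the result was seen, whereas the test of spot intensity for the ribosomal protein genes was chosen before its own result was seen, on a list written after the data had been looked at.

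In 75 groups of 4 arrays, the array counts and the named genes were searched for an array far from the other 3, and 2 groups had one, where chance gives about 3.75. The array of *ptc1 ptc6* experiment 1 had values for 4050 ORFs, against 4620 to 4710 on the other 3. *LYS1* had 0.036 on the array of *ptc1 ptc6* experiment 3, against 0.57 to 0.63 on the other 3. No technical or biological explanation was tested for these, and their number is within what chance gives.

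Differences between the mutants past the threshold in limma were found for 7 named genes. They were 3.63 for *FIT3*, 2.41 for *ARN2*, 2.37 for *TIS11*, 3.45 for *HSP12*, 1.92 for *AFR1*, -2.78 for *PTC1* and -2.08 for YAR068W, all on the log2 scale. That of *PTC1* follows from the design, since the gene is deleted in 1 of the mutants. None of the 9 genes past the threshold passed in limma without *ptc6* biological replicate 2. Without *ptc6* biological replicate 1, *FIT3* (3.81) still passed. *ARN2* (2.61), *TIS11* (2.21), *HSP12* (3.38), *AFR1* (2.02), YAR068W (-1.82) and *PTC1* then did not pass. Each of these fits leaves 1 *ptc6* replicate. With all arrays, 1060 genes had an unadjusted p under 0.05, and the fit of all 8 arrays with a random block called 749.

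Differences between the mutants were also found for 9 lists with camera. The medians of the difference were 0.43 for the iron regulon (adjusted p of 1.3e-11), 0.82 for general stress genes (7.0e-17), 1.00 for cell wall integrity targets (4.7e-16), 0.52 for glycogen and trehalose metabolism (0.000317) and 0.29 for nitrogen catabolite repression (0.000216). They were -0.74 for ribosomal proteins (4.1e-28), -0.69 for branched-chain amino acid biosynthesis (0.00116), -0.57 for lysine biosynthesis (0.0179) and 1.41 for the genes named in the study's text (8.0e-08). Fry and camera with an estimated correlation passed 0 of the 13.

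The iron regulon is the list that passed in opposite directions in the mutants and kept its direction in each biological replicate. Cross-hybridisation among the similar *FIT* genes is argued against as the whole cause, because the 19 members other than *FIT1*, *FIT2* and *FIT3* also differed, with a median of 0.41 (percentile of 100 among random lists). A general stress shift is argued against for *FIT3* and *TIS11*, because their mean in *ptc6* was -1.27 in replicate 1, where stress genes were higher, and -1.29 in replicate 2, where they were lower. Dye bias is argued against, because the list median had the sign of its mutant on 8 of 8 arrays (at most -0.19 on the *ptc6* arrays and at least 0.13 on the *ptc1 ptc6* arrays). Where the arrays are centred is argued against, because after median centring the list median was -0.23 in *ptc6* and 0.35 in *ptc1 ptc6*. The median difference was then 0.50, and the list passed in each mutant in its direction. What stays open is a step within the arrays of the authors' normalization, a difference in iron supply between the cultures of the sets, and a biological difference. A candidate explanation is that loss of *PTC1* raises iron regulon transcripts in cells lacking *PTC6*. A *ptc1* strain was not analysed here. The study used an earlier *ptc1* profile and listed *ARN1*, *ARN2*, *FIT1*, *FIT2* and *FIT3* as induced in *ptc1 ptc6* and in neither single mutant.

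Ribosomal protein genes were lower in *ptc1 ptc6* and not in the mean of *ptc6*. A bias of abundant, bright spots is argued against as the whole cause, because 14 abundant glycolytic genes had a median of -0.18 in *ptc1 ptc6*, against -0.71 for the ribosomal protein genes. Slower growth or stress of *ptc1 ptc6* cells may contribute, and growth itself was not measured in these arrays. Ribosome biogenesis genes had medians of -0.31 and -0.42 in the 2 *ptc1 ptc6* replicates, and stress genes had 0.65 and 0.95. These values do not argue against such a contribution and do not establish it. For the other 6 lists chosen by function, dye bias is argued against as the whole cause of the difference, because each passed in the same direction with the mutant in Cy3 and in Cy5. The medians in Cy3 and in Cy5 were 0.80 and 0.64 for stress genes, 0.92 and 1.02 for cell wall targets, 0.46 and 0.38 for glycogen and trehalose metabolism, 0.29 and 0.45 for nitrogen catabolite repression, -0.67 and -0.89 for branched-chain amino acid biosynthesis, and -0.39 and -0.67 for lysine biosynthesis. After median centring the medians of the difference were 0.89 for stress genes, 1.07 for cell wall targets and 0.58 for glycogen and trehalose metabolism. They were 0.36 for nitrogen catabolite repression, -0.62 for branched-chain amino acid biosynthesis and -0.50 for lysine biosynthesis. All 6 kept their direction, which argues against where the arrays are centred as the cause. All 6 also passed, but camera compares a list with the other genes, so centring could hardly change that. Without the members that the study named, the lysine list no longer passed in the difference (0.005), and it did not pass without *ptc6* biological replicate 1 (-0.35) either. Cross-hybridisation and a bias with spot intensity were not tested for these 6 lists, and the loss of *PTC1* and differences between the cultures of the sets stay open.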

How the results depend on the processing

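The crossed replicate block and the requirement of both dye orientations were chosen only after the results were seen. Each ORF has 1 entry in the table, so the planned choice among repeated entries did not apply and was not run.

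*PTC6* and *PTC1* stayed below 0 in the strains that lack them under the alternatives that tested them. *PTC6* had too few values to be tested with Cy5 only or with values required on all 4 arrays in either mutant, nor with Cy3 only in *ptc1 ptc6*. Centring each array on its median kept most results (94 on the same side with the same direction). It gave 567 genes in *ptc1 ptc6*, 303 higher and 264 lower, against 259 and 390, and the phosphate regulon then passed in *ptc1 ptc6* (-0.39) and in the difference (-0.44), while the genes named in the study's text no longer passed in *ptc6* (-0.19). Signs near 0 changed for *LYS12* (0.0246) and housekeeping genes (0.0224) in *ptc1 ptc6* and for the pyruvate dehydrogenase list in the difference between the mutants (0.0394). Robust eBayes gave 0, 742 and 13 genes in *ptc6*, *ptc1 ptc6* and the difference, and the mean of linear ratios gave 4 and 103 genes past 2-fold. Requiring both dye orientations gave 3 and 89.

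With only the arrays that have the mutant in Cy3, 10 genes passed 2-fold in *ptc6* and 139 in *ptc1 ptc6*, 87 higher and 52 lower. In limma 2 passed in *ptc6* and 415 in *ptc1 ptc6*, and *PTC6* had -2.46 in *ptc6*. Cell wall targets then passed as lower in *ptc6* (-0.0765). Signs changed for *LYS12* (0.053), *PHO89* (-0.0385), lysine biosynthesis (0.0175) and housekeeping genes (0.0235) in *ptc1 ptc6*, and for branched-chain amino acid biosynthesis (-0.0182) and ribosomal proteins (-0.0752) in *ptc6*. In *ptc1 ptc6*, nitrogen catabolite repression (0.17) and the pyruvate dehydrogenase list (0.01) no longer passed, and the phosphate regulon (-0.44) passed. With only the arrays that have the mutant in Cy5, 17 and 165 genes passed 2-fold, 1 passed in limma in *ptc6* and 41 in the difference. Signs changed for cell wall targets (0.055) and stress genes (0.13) in *ptc6* and for housekeeping genes (0.0456) in *ptc1 ptc6*. Ribosomal proteins in *ptc6* passed as lower with Cy3 and as higher with Cy5 (0.12), and the genes named in the study's text passed in *ptc6* with neither. These settings use 1 array per replicate. The cause of the changes was not tested.

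A value on all 4 arrays gave 61 genes past 2-fold in *ptc1 ptc6*, 2 in limma in *ptc6* and 23 in the difference, with fewer genes tested. A value on at least 1 array gave 8 genes past 2-fold in *ptc6*, and 2-fold in each biological replicate gave 53 in *ptc1 ptc6*. A minimum of 2-fold beside the adjusted p left 83 genes in *ptc1 ptc6*.

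With each group fitted alone, 10 genes passed in *ptc6*, with *PTC6* at -2.34. With all 8 arrays and a random block, the counts were 8, 1351 and 749 in *ptc6*, *ptc1 ptc6* and the difference, with *PTC6* at -2.37 in *ptc6*. With a dye term added they were 7, 1201 and 593, with *PTC6* at -2.22. *PTC6*, *FIT3*, *TIS11*, *ARN2*, *PAT1*, *ARO9* and *ARO10* were called in *ptc6* in these 3 fits. The consensus correlation of arrays within a replicate was -0.09 without the dye term and 0.13 with it, so these fits treat the 2 arrays of a dye swap as nearly independent.

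A replicate block, which takes same-numbered replicates of the sets as pairs, gave 268 genes in the difference, and the crossed block gave 482. Each held all 9 genes of the fit without a block. The deviations of same-numbered replicates correlated with r = -0.21, so the numbers do not pair the replicates, and no block was used.

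Fry gave 0 lists in *ptc6*, 0 in *ptc1 ptc6* and 0 in the difference, and camera with an estimated correlation gave 0, 0 and 0. Both allow for correlation among the genes of a list, whereas the preset value was 0.01. In simulated data of independent genes all 3 found the shifted list in 20 of 20 runs at an unadjusted p under 0.05. This does not give their power under the adjustment used for the real lists. Without the members that the study named, 1 list passed in *ptc6*, and the lysine list had 0.005 in the difference. In *ptc1 ptc6* 7 lists passed, with lower medians for cell wall targets (0.54 against 0.99), stress genes (0.53 against 0.82) and the iron regulon (0.18 against 0.29), so these medians depend in part on members chosen from these arrays. The pyruvate dehydrogenase list, of which the study named no member, no longer passed then.

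Leaving out each biological replicate in turn gave 8 to 32 genes past 2-fold in *ptc6* and 96 to 169 in *ptc1 ptc6*. In limma it gave 0 to 10 genes in *ptc6*, 206 to 849 in *ptc1 ptc6* and 0 to 155 in the difference. The correlation of the mutants ranged from -0.43 to 0.28, the lists past the threshold in *ptc6* from 3 to 9, and *PTC6* in *ptc6* from -2.42 to -2.27. In *ptc6* the ranges crossed 0 for *HSP26* (-0.48 to 1.12), cell wall targets (-0.18 to 0.20), stress genes (-0.27 to 0.27), glycogen and trehalose metabolism (-0.20 to 0.13), branched-chain amino acid biosynthesis (-0.21 to 0.31), the genes named in the study's text (-0.30 to 0.028) and ribosomal proteins (-0.21 to 0.25). In *ptc1 ptc6* they did so for *LYS12* (-0.15 to 0.087), *PHO89* (-0.11 to 0.18) and housekeeping genes (-0.0308 to 0.0615). In the difference they did so for the pyruvate dehydrogenase list (-0.0994 to 0.0428) and the other phosphatases of type 2C (-0.0185 to 0.13). The pyruvate dehydrogenase list no longer passed in *ptc1 ptc6* without either of the *ptc1 ptc6* replicates. Signal over background limits which ORFs have a value, and its effect could not be computed without the channel signals.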

Other observations

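The tests of spot intensity and of growth state for the *ptc6* replicates, of acid phosphatase cross-hybridisation, of the neighbouring genes and of genes measured with 1 dye were chosen before their own results were seen, the first 2 on lists written after the data had been looked at, and the other tests reported here only after.

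The *ptc6* replicates differ in opposite ways for stress genes (0.25 and -0.25) and ribosomal protein genes (-0.20 and 0.25). The signs in replicate 1 are those of *ptc1 ptc6* and the signs in replicate 2 are the opposite ones. Dye bias is argued against as the whole cause, because ribosomal protein genes differed between arrays of opposite dye by -0.67 in 1 pairing and -0.26 in the other. An exchange of mutant and wt in replicate 2 is argued against, because *PTC6* had -2.42 there and -2.27 in replicate 1. A difference in growth state stays open. Ribosome biogenesis genes differed between the replicates by -0.0305 in the median (percentile of 65.8 among random lists). As a set they thus did not shift with the ribosomal protein genes, which gives a difference in growth state no support. Their members lie on both sides of 0 (36 of 57 below), so a smaller shift of the list is not excluded. A ratio bias that depends on spot intensity also stays open, because abundant glycolytic genes differed by -0.38 and ribosomal protein genes by -0.46, in the same direction. It could shift abundant transcripts together, and single-channel signals would be needed to look further. Of the 80 genes higher in *ptc1 ptc6*, 41 of 58 were above 0 in *ptc6* replicate 1 and 6 of 78 in replicate 2.

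The phosphate regulon was lower in *ptc1 ptc6* replicate 2 (-0.81) and not in replicate 1 (-0.01). Dye bias is argued against, because the difference was -0.74 with the mutant in Cy3 and -0.87 with the mutant in Cy5. Cross-hybridisation of the acid phosphatase genes is argued against as the whole cause, because the 12 other members differed by -0.63 (percentile of 0 among random lists). A difference in phosphate supply between the cultures may be involved and was not tested.

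*PAT1* (YCR077C), which lies directly beside *PTC6* in assembly GCF_000146045.2, was examined for its position. It was below 0 on 8 of 8 arrays, between -1.29 and -0.42, with means of -0.82 in *ptc6* (adjusted p of 0.602 in limma) and -0.90 in *ptc1 ptc6* (adjusted p of 0.0270). Among the 3436 ORFs with 8 values, 48 were below 0 on all of them. Of the 4 genes beside *PTC6* or *PTC1*, 3 could be tested in a strain lacking the neighbouring gene, in 4 tests, and 1 test passed the threshold, that of *PAT1* in *ptc1 ptc6*. An effect of the deletion cassette on its neighbour is therefore a candidate explanation for *PAT1*, and an effect of Ptc6 itself stays open. Complementation data were not analysed here.

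*RTS2* (YOR077W), chosen after its values were seen, passed 2-fold in the dye contrast of each set. It was between -2.71 and -1.05 with the mutant in Cy3 and between 1.20 and 2.77 with the mutant in Cy5. The dye contrasts of the 2 sets correlated with r = 0.62 over 3436 ORFs, so the dye effects are in part specific to the gene. A dye effect could therefore reach genes measured in 1 orientation. Of the genes past 2-fold in *ptc1 ptc6*, 5.32% (5 genes) are of this kind, against 1.47% of all genes measured. Calls measured in 1 orientation are thus few, which argues against such an effect as the source of most calls. Their share is nonetheless higher than among all genes measured, which goes with a dye effect on them. It stays open for these 5 genes, which are *GIP2* and, named after their values were seen, YFL015C, *HMX1*, *CUP1-1* and *BIO4*. No biological explanation was tested.

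Gain or loss of a whole chromosome is argued against in the biological replicates of both mutants, because the chromosome medians lay between -0.12 and 0.11.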
